A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "Protein moonlighting by a target gene dominates phenotypic divergence of the Sef1 transcriptional regulatory network in yeasts" (2024).

How the data were processed

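Transcript levels were measured in Saccharomyces cerevisiae strains of the W303 background on one-colour expression arrays. The arrays compared 3 strains. The wild type is abbreviated WT, the strain lacking the transcription factor gene SEF1 is abbreviated sef1, and the strain abbreviated SEF1-VP16 carries Sef1 with the activation domain of the viral protein VP16 fused to its C-terminus. Cells from overnight cultures in YPD, the glucose medium used for fermentative growth, were diluted to 0.2 OD600 per ml and grown for 5.5 h at 30 °C in YPD or in YPGly, the glycerol medium used for respiratory growth. Each of the 6 combinations of strain and medium had 4 biological replicates, which gave 24 arrays. Per the labels, cDNA was made with oligo-dT primers and labelled with an Alexa Fluor dye.

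The authors deposited 1 scanner table per array, and per the file headers its values are spot intensities in the single green channel, made by the scanner software with its own background correction. The authors also deposited a table of log2 values for all arrays. Checked against the scanner tables, those log2 values were the logarithms of the mean spot intensity minus a constant per array. The largest departure from that constant was 2.48e-06, each of the 24 columns lay nearest its own array, and the constants differed from the 75th percentile used here by −0.0028 to 0.014. The table therefore served only as an alternative source of values.

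Each array held 13048 spots, of which 536 were control spots. The remaining spots were 6256 probes with 2 spots each, and each probe stood for a different gene. The processed intensity of each spot was taken to log2, spots that the scanner software marked as non-uniform or as population outliers were left out, and the 2 spots of a probe were averaged. The array's 75th percentile over all probes without controls was then subtracted, as in the study's methods. Marked spots numbered 164 over all arrays, 79 of them on WT in YPD replicate 1, and 15 probe values were missing because both spots were marked. A probe was tested when the mean intensity reached 200 in at least 1 of the 6 groups, which 5641 probes did (90.2%). Gene names were those of the array files. A locus tag of the reference gene table matched 5756 of the 6256 probes, and probes without a match kept the file's name.

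Comparisons were made with limma 3.58.1 in R 4.3.3 (linear fit and empirical Bayes moderation) over the 8 arrays of the groups compared, with the Benjamini-Hochberg adjustment over the 5641 probes. A probe was called when its adjusted p was below 0.05 and its level changed 1.5-fold or more, the criteria stated in the methods, where an unpaired t-test was used in place of limma. There were 9 comparisons of 2 groups. Whether a strain difference depended on the medium was tested as an interaction over 16 arrays in 3 further comparisons, as the difference in YPGly minus the difference in YPD. All differences are given as log2 fold changes ± the standard error from limma, and levels as mean ± SD over 4 arrays.

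The arrays came from 3 slides of 8 arrays, each scanned once, with 1 group in each of the 2 rows of a slide. The slide was read from the slide identifier and the scan recorded in each file's header, which gave 3 slides. The names of the files of the third slide repeat the identifier of the second, so every statement on slides and rows rests on the headers. The first slide held WT and sef1 in YPD, the second SEF1-VP16 in YPD and WT in YPGly, and the third sef1 and SEF1-VP16 in YPGly. Only sef1 against WT in YPD and SEF1-VP16 against sef1 in YPGly were therefore compared within a slide. All other strain comparisons and all comparisons of the media crossed slides. A fit with strain, medium and slide as additive terms has as many parameters as there are groups. It can therefore give a strain difference common to both media with the slide removed. By construction its sef1 against WT is the YPD estimate, and its SEF1-VP16 against sef1 the YPGly estimate. A call lost in this fit can thus reflect a difference in 1 medium alone as well as a slide effect. The dependence of a strain difference on the medium and a difference between slides cannot be told apart. Both comparisons within a slide set row 2 against row 1, so this fit does not remove a row effect. Its estimate for SEF1-VP16 against WT adds these comparisons and would carry such an effect from each. The direct comparisons of SEF1-VP16 and WT each lay within 1 row.

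A probe that was not well above background on any array of a group has only a bound there. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own level and the lowest level among probes well above background, and is written as at least N-fold.

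Gene lists were tested with camera (limma, preset correlation of 0.01 between genes), with the Benjamini-Hochberg adjustment over 90 tests of 15 lists in the 6 strain comparisons. The lists were fixed before the data were examined, as were the tests, the thresholds, the rule for naming genes and the alternatives, except where the closing section says otherwise. They were the TCA cycle genes under Sef1 chromatin immunoprecipitation (ChIP) peaks (12), the other TCA cycle genes (16), the glyoxylate shunt genes (3), the genes under any Sef1 peak (677) and under the 50 strongest peaks (70), the candidate genes that the study picked (6), the iron regulon (23), targets of retrograde signalling from mitochondria to the nucleus (9), subunits of the respiratory chain and ATP synthase (30), mitochondrially encoded genes (23, of which 14 were tested), ribosome biogenesis genes (44), ribosomal protein genes (132), stress response genes (24), and genes for hexose use that are active at low glucose (8) or for low-affinity glucose transport (2). The genes under peaks follow the study's published assignment of its peaks, which may be held here only in part, and the strength of a peak is the authors' own value, used only to rank peaks. The candidates were picked by the study on these same samples. The genes of the other lists were typed from general knowledge and checked against the reference gene table. The lists overlap: the retrograde list shares 5 of its 9 genes with the TCA cycle genes under peaks, and 7 of those 12 genes lie under the 50 strongest peaks.

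Genes named in the text were SEF1, NDE1 and AFT2, the members of the TCA, glyoxylate and candidate lists, except 1 gene that is not reported here, and for each comparison the 3 called genes with the largest change in each direction among those whose arrays did not overlap between the groups. Overlap is not defined for the interactions, where the 3 largest called changes in each direction were taken.

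The alternatives were the t-test of the methods, a single fit over all 24 arrays, the replicate number as a block, the slide as a block, another background correction, quantile normalization, the array median in place of the 75th percentile, no intensity filter, a filter on probes well above background, other fold change minimums, the deposited log2 table, other set tests and leaving out each array in turn. The scripts were tested on simulated data drawn from the levels of these arrays. In the simulation of SEF1-VP16 against sef1 in YPGly over 5626 probes, with a fold change minimum of 1.2, limma recovered 99.3% of the simulated changes of 2-fold or more, and 6.76% of its calls were false. In the simulated interaction of the same strains over 5626 probes, 95% of such changes were recovered and 5.26% of calls were false. These simulations held no slide effect. Shifts between slides of an assumed size, not one measured here, were also simulated, with the same fold change minimum for the calls. Without a slide term, sef1 against WT in YPGly gave 3055 calls, of which 93.9% were false. Such shifts would inflate comparisons across slides, but the real counts in YPGly were far lower. With no fold change minimum, 226 probes passed the adjusted p for sef1 against WT in YPGly and 103 for SEF1-VP16 against WT. These counts argue against shifts of the simulated size between the slides compared in YPGly, and leave smaller shifts open. In YPD 2716 and 2488 probes passed across slides, for SEF1-VP16 against WT and against sef1, so shifts there stay open. On the simulated data the fit with a slide term gave 202 calls for sef1 against WT in YPD, of which 2.97% were false. That comparison lies within a slide, so its count does not show what the term does for YPGly. Precision is limited by the number of arrays, 4 per group.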

Results

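The data were transcript levels of 6256 yeast genes on 24 arrays, 4 for each of the 3 strains WT, sef1 and SEF1-VP16 in each of the 2 media YPD and YPGly. All values are log2 intensities relative to the array's 75th percentile. That percentile ran from 5320 to 16182 intensity units over the arrays, a 3.04-fold range, between 90.9% and 97.5% of probes on an array were well above background, and no spot was saturated. Arrays of one group correlated across genes, which are not independent replicates, with r of at least 0.988 (median 0.997), groups of one medium with r of at least 0.976, and groups of different media with r between 0.851 and 0.892. The first principal component held 87.1% of the variance and separated the media, and the next 2 components held 4.37% and 2.37%.

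SEF1 itself (YBL066C, chromosome II) was measured first, since it checks the strain labels. In sef1 it was not well above background on any of the 8 arrays, whereas it was on all 16 arrays of the other strains. Its level in WT was −4.54 ± 0.29 (SD, n = 4) in YPD and −3.44 ± 0.32 in YPGly. SEF1 was at least 8.14-fold lower in sef1 than in WT in YPD and at least 32.9-fold lower in YPGly. SEF1-VP16 carried −5.30 ± 0.17 in YPD and −4.02 ± 0.23 in YPGly, at least 4.79-fold and 22.1-fold above sef1. Against WT, SEF1 transcript in SEF1-VP16 was lower by −0.76 ± 0.14 in YPD (limma adjusted p 0.0015), and the difference of −0.58 ± 0.16 in YPGly did not pass the adjustment (adjusted p 0.13). These 2 differences crossed slides. In the fit with the slide as a term, which adds the 2 differences measured within a slide, the estimate was 1.08 in the opposite direction, but it rests on sef1 values below background.

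**Figure D1:**
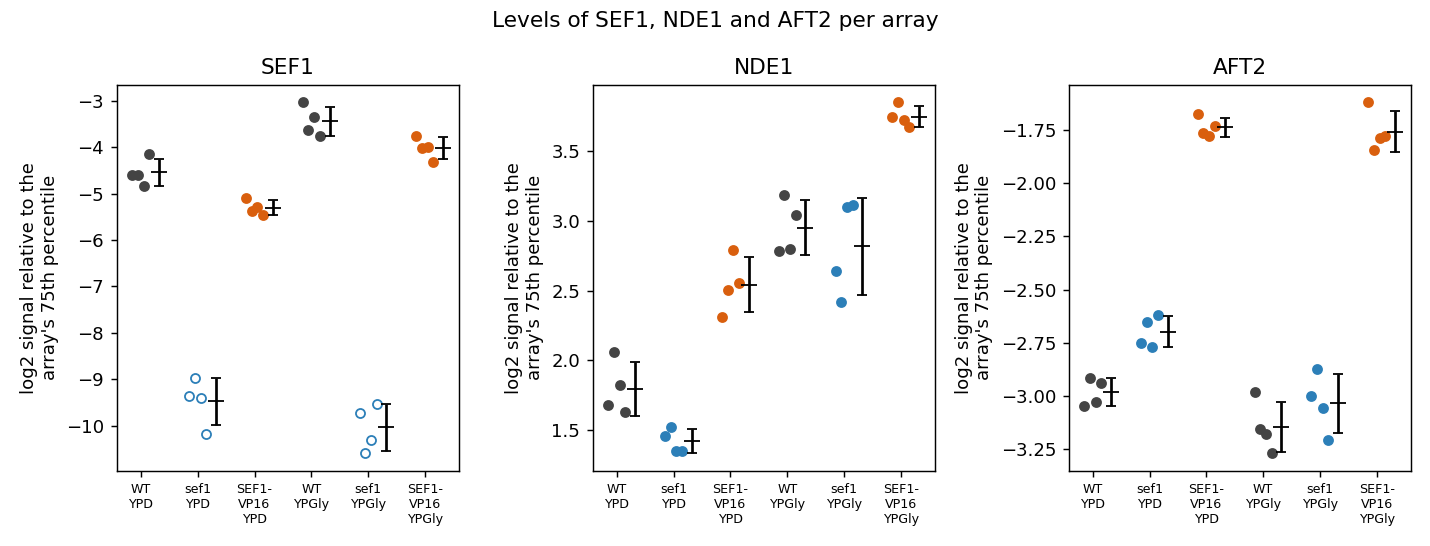
Levels of SEF1, NDE1 and AFT2 on each of the 24 arrays, as log2 intensity relative to the array's 75th percentile, by strain and medium. Points are arrays, bars are the mean and SD of 4 arrays, and open symbols are values not well above background, which are the 8 SEF1 values of sef1.

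The comparison of sef1 with WT asks which transcripts depend on the native Sef1 protein. In YPD, where both strains shared a slide, 38 of 5641 probes were called, 32 higher and 6 lower in sef1. The fold change minimum moved this count most: 460 probes passed the adjusted p alone. A single array also moved it, since 20 probes were called without replicate 2 of sef1, 22 without its replicate 3 or 4, and 23 without replicate 1 of WT. In YPGly 45 probes were called, 23 higher and 22 lower, with 28 called without replicate 3 of sef1 and 77 without replicate 4 of WT. The largest increase in both media was in YBL065W, which the reference table lacks and whose systematic name places it next to SEF1 on the other strand, by 3.62 ± 0.05 in YPD and 4.23 ± 0.08 in YPGly. UPS2 followed with 1.88 ± 0.06 and 1.60 ± 0.14. Next came STR3 in YPD (1.23 ± 0.25) and YOL014W in YPGly (1.18 ± 0.17), and both calls were lost with the methods' t-test. STR3 was also lost when replicate 2, 3 or 4 of sef1 or replicate 2 of WT was left out (1.06 without replicate 3 of sef1, limma adjusted p 0.075). Apart from SEF1, the largest decreases were in ADY2 (−1.14 ± 0.12) and SPG1 (−0.94 ± 0.10) in YPD, and in HXT2 (−1.47 ± 0.17) and ARI1 (−1.36 ± 0.11) in YPGly. The YPGly comparison crossed slides, and with the slide as a term YOL014W (0.45), HXT2 (−0.40) and ARI1 (−0.09) were no longer called. By construction these are the YPD estimates, so they cannot tell a slide effect from a difference in YPGly alone. ADY2 in YPD was under the fold change minimum with the other background correction (−0.56).

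SEF1-VP16 was set against WT to ask which transcripts respond to Sef1 with a strong activation domain. In YPD 516 probes were called (319 higher, 197 lower) and in YPGly 62 (51 higher, 11 lower). Both comparisons crossed slides. With the slide as a term the difference common to both media was called at 173 probes, of which 52 were among the 516. ECM13 rose most in both media, by 5.58 ± 0.07 in YPD and 3.42 ± 0.08 in YPGly. Next were PDH1 (4.25 ± 0.08) and UPS2 (3.37 ± 0.06) in YPD, and TIS11 (3.01 ± 0.26) and YBL065W (2.86 ± 0.08) in YPGly. SPG1 (−1.49 ± 0.07), GDB1 (−1.40 ± 0.11) and CSR2 (−1.29 ± 0.10) fell most in YPD, and NFG1 (−1.22 ± 0.12), APS1 (−1.08 ± 0.12) and OPT2 (−0.99 ± 0.15) in YPGly. The calls of SPG1 (−0.29) and GDB1 (−0.54) were lost with the slide as a term, and that of OPT2 with the methods' t-test and with the other background correction (−0.64).

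The strains at the ends of the range of Sef1 activity, SEF1-VP16 and sef1, were compared to find genes that follow it. In YPD 177 probes were called (89 higher and 88 lower in SEF1-VP16), and in YPGly, where both strains shared a slide, 174 (111 higher, 63 lower). ECM13 and PDH1 led the increases in YPD with 5.54 ± 0.09 and 4.33 ± 0.08, and TIS11 (3.04 ± 0.29) and ECM13 (2.97 ± 0.11) those in YPGly, next to SEF1 itself. YBL065W (−3.94 ± 0.04), HXT7 (−1.81 ± 0.14) and GDB1 (−1.07 ± 0.06) fell most in YPD, and HMS1 (−1.61 ± 0.08), OPT2 (−1.50 ± 0.13) and AQY1 (−1.41 ± 0.14) in YPGly. HXT7 has a near-identical copy, HXT6, and their probes may report both. GDB1 was not called with the slide as a term (−0.22), which is the YPGly estimate.

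The 2 media share no array in this comparison, so the overlap of their calls is not raised by shared controls. There were 24 probes higher in both media, where chance gives 1.75 (one-sided Fisher's exact p 9.9e-22), 6 lower in both, where chance gives 0.98 (p 0.0004), and 6 in opposite directions. In either medium 176 probes were higher and 145 lower. Of the 30 probes called in the same direction in both media, 15 remained with a fold change minimum of 2, and 348 passed in both media with no minimum.

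All 6 candidates that the study picked from such genes (NDE1, AFT2, ECM13, PEX21, MIG2 and CIT3) were higher in SEF1-VP16 than in sef1 in both media. They were chosen on these samples, so the 6 calls in each medium, whether adjusted over all probes or adjusted over the list alone, are not independent evidence. NDE1 (YMR145C, chromosome XIII) rose by 1.12 ± 0.09 in YPD and 0.93 ± 0.14 in YPGly, and AFT2 (YPL202C, chromosome XVI) by 0.96 ± 0.05 and 1.28 ± 0.08. PEX21 rose by 2.68 ± 0.06 and 2.57 ± 0.09, MIG2 by 1.31 ± 0.08 and 1.61 ± 0.17, and CIT3 by 0.70 ± 0.05 and 1.31 ± 0.08, of which the former was under the fold change minimum with the other background correction (0.49). Against WT, NDE1 rose by 0.75 ± 0.12 and 0.80 ± 0.10, both called, while the estimate with the slide as a term was 0.55 (limma adjusted p 0.067). AFT2 rose against WT by 1.25 ± 0.05 and 1.39 ± 0.08, and PEX21 by 2.76 ± 0.07 and 2.60 ± 0.10. MIG2 rose by 1.28 ± 0.08 in YPD, and by 0.84 ± 0.23 in YPGly, which did not pass in the fit of the 8 arrays (limma adjusted p 0.12) but did in the single fit of all 24 arrays (adjusted p 0.0036) and with the slide as a term (1.58, adjusted p 0.00013). In sef1 against WT NDE1 was lower in sef1 by −0.38 ± 0.09 in YPD, past the adjusted p (limma, 0.042) but under the fold change minimum, and by −0.13 ± 0.16 in YPGly (adjusted p 0.70). AFT2 was higher in sef1 by 0.28 ± 0.06 in YPD (adjusted p 0.025), again under the minimum, and did not differ in YPGly (0.11 ± 0.09, adjusted p 0.52). ECM13 was higher in sef1 in YPGly (0.46 ± 0.10, adjusted p 0.036), and CIT3 lower (−0.50 ± 0.10, adjusted p 0.024), both under the minimum. MIG2 was called lower in sef1 in YPGly (−0.78 ± 0.19, adjusted p 0.046), a call lost with the methods' t-test, with the slide as a term (−0.03, the YPD estimate) and without any array but replicate 4 of WT. Over 7 such omissions the estimate ran from −0.86 to −0.61. The candidates as a list had medians of 0.0011 and −0.05 in sef1 against WT (camera adjusted p 0.72 and 0.58), 1.26 and 1.11 in SEF1-VP16 against WT (4.4e-45 and 4.0e-97) and 1.22 and 1.46 against sef1 (1.9e-52 and 7.5e-39). Against WT 5 were called in each medium, and 5 and 6 adjusted over the list alone.

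Whether each strain difference depended on the medium was tested directly. The interaction was called at 50 probes for sef1 against WT, 597 for SEF1-VP16 against WT and 486 for SEF1-VP16 against sef1. The fold change minimum moved the first count most, to 8 at a minimum of 2, and 28 probes were called without replicate 3 of sef1 in YPD. These differences are confounded with the slides, as every strain changed slide between the media. For sef1 against WT the largest called interactions were AQY1 (0.97 ± 0.22), HMS1 (0.89 ± 0.20) and MRK1 (0.83 ± 0.09) with more increase in YPGly, and FDH2 (−1.50 ± 0.32) and LFT1 (−1.36 ± 0.23) with less. AQY1, HMS1 and FDH2 lost the call when single arrays were left out, among them replicate 3 of sef1 in YPD (0.91, 0.85 and −1.41). For SEF1-VP16 against WT they were YBL065W (3.18 ± 0.10), IMA5 (2.51 ± 0.27) and FIT3 (2.24 ± 0.34) with more increase in YPGly, and PDH1 (−2.94 ± 0.19), HO (−2.53 ± 0.15) and ECM13 (−2.16 ± 0.11) with less. SEF1-VP16 against sef1 gave IMA5 (3.09 ± 0.20), HXT2 (3.06 ± 0.20) and YBL065W (2.57 ± 0.08), and ECM13 (−2.58 ± 0.16), PDH1 (−2.21 ± 0.16) and HO (−2.01 ± 0.15). No interaction is given for SEF1 itself where sef1 is involved, because both sef1 groups were below background.

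**Figure D2:**
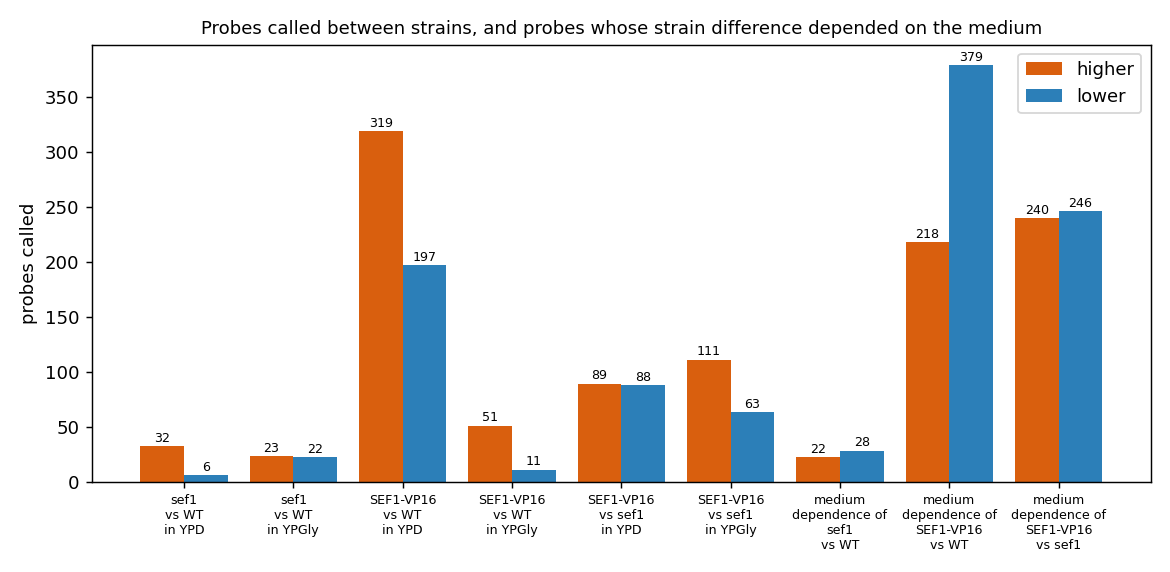
Number of called probes, of 5641 tested, for the 6 strain comparisons and for the 3 interactions of strain and medium, split into higher and lower. SEF1-VP16 against WT in YPD gave 516 calls and the same strains in YPGly 62.

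The TCA cycle genes under Sef1 peaks were examined because binding of Sef1 at their promoters raises the question whether Sef1 sets their level. Of the 12 genes, sef1 differed from WT by a call only at IDH1 in YPD (−0.74 ± 0.07, limma adjusted p 0.0013) and at none in YPGly, where IDH1 (−0.48 ± 0.10) and CIT3 (−0.50 ± 0.10) passed the adjusted p (0.027 and 0.024) but not the fold change minimum. In YPD IDH2 (0.44 ± 0.06, limma adjusted p 0.0062) and FUM1 (0.28 ± 0.07, adjusted p 0.044) did so in the opposite direction, as higher in sef1. The count was the same when adjusted over the list alone. As a list, the 12 genes had a median of −0.02 in YPD and −0.17 in YPGly and did not shift (camera adjusted p 0.46 and 0.10). In SEF1-VP16 against WT, 6 of the 12 were called higher in YPD: IDH1 (3.06 ± 0.11), IDH2 (2.72 ± 0.13), IDP2 (2.02 ± 0.11), ACO1 (1.49 ± 0.15), CIT2 (1.14 ± 0.13) and FUM1 (0.73 ± 0.09). In YPGly 4 were called higher, IDH2 (2.02 ± 0.13), IDH1 (1.69 ± 0.13), FUM1 (1.06 ± 0.10) and CIT3 (0.81 ± 0.10). Against sef1, the calls in YPD were IDH1 (3.80 ± 0.10), IDH2 (2.28 ± 0.12), IDP2 (1.80 ± 0.10), ACO1 (1.44 ± 0.14), CIT2 (1.26 ± 0.10) and CIT3 (0.70 ± 0.05). Those in YPGly were IDH2 (2.29 ± 0.09), IDH1 (2.17 ± 0.11), CIT3 (1.31 ± 0.08), CIT1 (0.82 ± 0.19), ACO1 (0.75 ± 0.22) and FUM1 (0.60 ± 0.18). The calls of ACO1, CIT1 and FUM1 in YPGly were lost with the methods' t-test and with quantile normalization, which gave 0.47, 0.51 and 0.35. ACO1 was also lost without replicate 2 of sef1 (0.56) and FUM1 without the same array (0.42), among other omissions. With the slide as a term CIT2 in YPD changed direction (−0.39 against WT and −0.27 against sef1), ACO1 against WT was not called (0.80, limma adjusted p 0.055), and IDP2 against sef1 fell under the fold change minimum (0.43). The same fit called CIT1 (0.73), CIT3 (1.16) and IDP2 (0.65) higher against WT, and CIT1 (0.82) and FUM1 (0.60) against sef1. The list medians in SEF1-VP16 were 0.64 and 0.47 against WT and 0.58 and 0.54 against sef1, all 4 past the adjustment (camera, largest adjusted p 9.5e-09), with 6, 4, 6 and 6 genes called when adjusted over the list alone. The 16 TCA cycle genes under no peak had medians of −0.14 and −0.14 in sef1 against WT, −0.35 and 0.04 in SEF1-VP16 against WT, and −0.19 and 0.21 against sef1, in YPD and YPGly in turn (camera adjusted p 0.0022, 0.083, 0.00025, 0.46, 0.012 and 0.10). In SEF1-VP16 1 of them was called lower in YPD against each strain and 1 higher in YPGly against sef1, also when adjusted over the list alone.

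Of the 3 glyoxylate shunt genes, ICL2 was lower in sef1 than in WT in YPGly by −1.03 ± 0.13 (limma adjusted p 0.0037) and unchanged within error in YPD (0.0034 ± 0.05). ICL1 was lower in sef1 in YPD (−0.30 ± 0.07, adjusted p 0.044), under the fold change minimum. With the slide as a term, the estimate for sef1 against WT is the one from YPD. ICL2 rose in SEF1-VP16 by 0.63 ± 0.05 in YPD and 1.70 ± 0.13 in YPGly against WT, and by 0.62 ± 0.05 and 2.72 ± 0.07 against sef1. MLS1 rose against WT by 1.14 ± 0.14 and 0.73 ± 0.10 and against sef1 by 1.35 ± 0.12 in YPD, and ICL1 was called in no strain comparison but passed as lower against WT in YPD with the array median as the scale (−0.61). MLS1 was not called with the slide as a term (0.28 against WT and 0.48 against sef1), and ICL2 in YPD fell under the fold change minimum with the array median (0.53 and 0.57). The list median was −0.20 in YPD and 0.13 in YPGly for sef1 against WT (camera adjusted p 0.20 and 0.21), where the mean in YPGly, −0.22, had the opposite sign. For SEF1-VP16 the medians were 0.63 and 0.73 against WT (adjusted p 0.20 and 3.5e-09) and 0.62 and 0.48 against sef1 (adjusted p 0.013 and 5.0e-15).

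**Figure D3:**
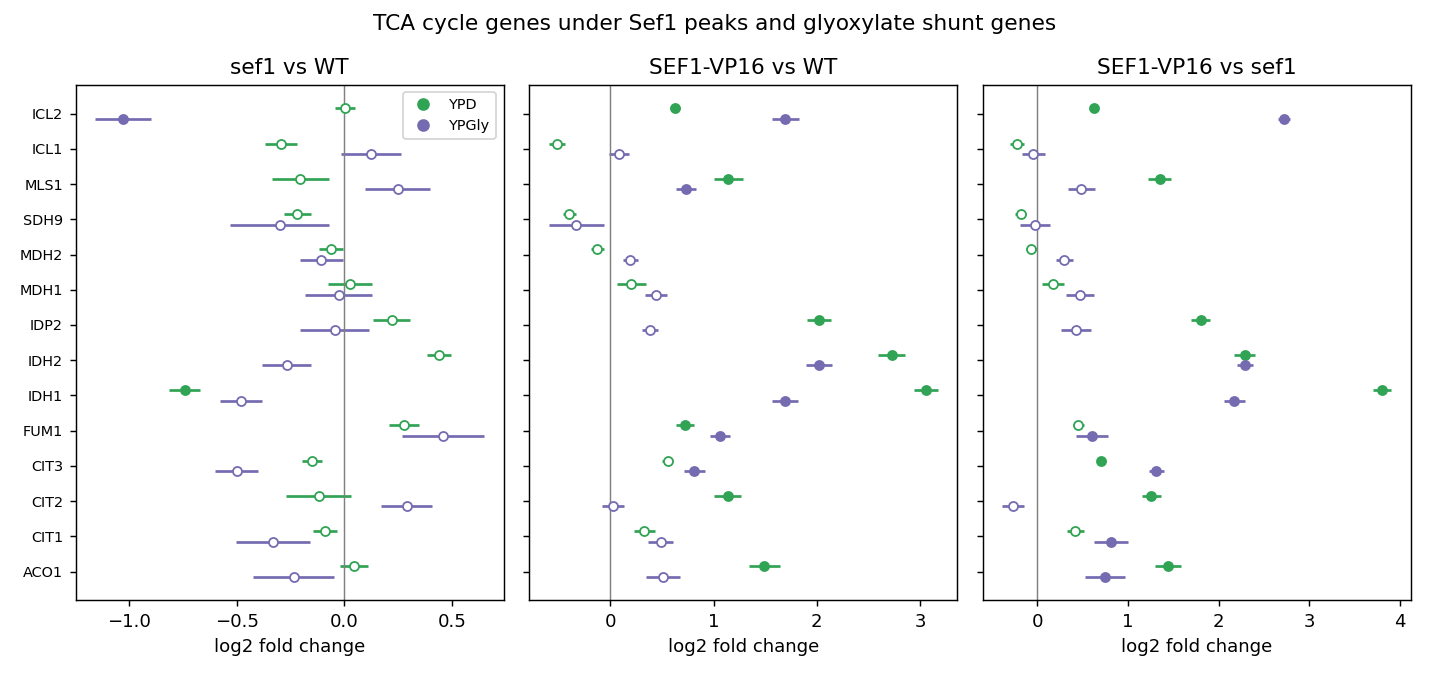
Log2 fold changes of 11 TCA cycle genes under Sef1 peaks and of the 3 glyoxylate shunt genes in the 3 strain comparisons, in YPD and YPGly. Bars are standard errors from limma over 4 arrays per group, and filled symbols are called. IDH1 and IDH2 lie above 1.6 in both media in SEF1-VP16 against either strain.

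Genes under Sef1 peaks were set against the calls with Fisher's exact test over the tested probes. Of the 60 tested genes under the 50 strongest peaks, 21 in YPD and 19 in YPGly were called higher in SEF1-VP16 than in WT (36 such tests; adjusted p 2.1e-11 and 1.9e-24), and 19 in each medium against sef1 (adjusted p 1.7e-19 and 1.0e-17). In sef1 against WT the genes under these peaks made up 2 of the 6 probes called lower in YPD and 3 of the 22 in YPGly (both adjusted p 0.0039), and 2 of the 32 called higher in YPD and 1 of the 23 in YPGly (adjusted p 0.070 and 0.25). As a list, the 60 genes had medians of 0.04 and 0.02 in sef1 against WT (camera adjusted p 0.55 and 0.14), 0.24 and 0.29 in SEF1-VP16 against WT, and 0.17 and 0.25 against sef1, with the last 4 past the adjustment (largest adjusted p 3.0e-22) and 22, 22, 19 and 20 genes called when adjusted over the list alone. The study's peak assignment may be held here only in part. Of the 577 tested genes under any peak (10.2% of tested probes), 67 and 27 were among the probes called higher in SEF1-VP16 against WT in YPD and YPGly (adjusted p 1.4e-08 and 1.6e-13) and 38 and 38 against sef1 (9.2e-15 and 2.2e-11). They also made up 19 of the 63 probes called lower against sef1 in YPGly (adjusted p 3.7e-05). In sef1 against WT they made up 8 of the 32 called higher in YPD (adjusted p 0.025) and 6 of the 22 called lower in YPGly (0.034). The other calls in the strain comparisons did not pass (2 of 6 lower in YPD and 5 of 23 higher in YPGly in sef1 against WT, and 24 of 197, 3 of 11 and 8 of 88 lower in SEF1-VP16). Over these 577 genes the medians lay between −0.02 and 0.04. Their list test passed for SEF1-VP16 against WT in both media (adjusted p 0.037 and 0.020) and against sef1 in YPD (0.018), not against sef1 in YPGly (0.14) or in sef1 against WT (0.80 and 0.94). Adjusted over the list alone, 91, 34, 46 and 57 of these genes were called in SEF1-VP16. In YPGly against WT their median of −0.01 and mean of 0.05 differed in sign.

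Over all 15 lists and 6 strain comparisons, 47 of 90 camera tests passed the adjustment. This number depended most on the correlation between genes: 3 tests passed, all among the 47, when camera estimated it from the 8 arrays, while with fry 42 passed, 39 of them in common. Median, mean and test differed in sign in 8 tests, of which 1 passed. Medians near 0 also changed sign with the scaling, in 11 tests with quantile normalization and 7 with the other background correction, and no direction is read from these. Whether a list's shift differed between the media was not tested.

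The iron regulon was higher in SEF1-VP16 in YPGly, with a median of 0.53 against WT (camera adjusted p 4.3e-34, 9 genes called, and 10 adjusted over the list alone) and 0.55 against sef1 (8.2e-20, 10 called both ways). In YPD the medians were 0.11 and 0.14 (adjusted p 0.36 and 0.25), and in sef1 against WT 0.02 and 0.11 (0.96 and 0.20). Retrograde targets were higher in SEF1-VP16 against WT, with medians of 1.06 in YPD and 0.40 in YPGly, and against sef1, with 0.65 and 0.57 (largest adjusted p 6.8e-05; 5, 2, 5 and 6 called adjusted over the list alone, all higher except 2 of the last 6). In sef1 against WT they had medians of 0.05 and −0.18 (adjusted p 0.79 and 0.86), the latter opposite to the direction of the test. Ribosome biogenesis genes were higher in sef1 than in WT by medians of 0.26 and 0.28, and higher in SEF1-VP16 than in WT in YPD by 0.62 (23 called, also over the list alone) but not in YPGly (median −5.9e-05, adjusted p 0.49). Against sef1 their median was 0.35 in YPD and −0.28 in YPGly. Stress response genes were lower in SEF1-VP16 in YPD, by −0.67 against WT (13 called) and −0.52 against sef1 (9 called), and not in YPGly (−0.11 and 0.06, adjusted p 0.36 and 0.72), and in sef1 against WT the medians were −0.14 and −0.12 (adjusted p 0.0015 and 0.12).

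Hexose genes active at low glucose were lower in SEF1-VP16 in YPD by medians of −0.63 against WT and −0.53 against sef1 and higher in YPGly by 0.10 and 0.46, with the test against WT in YPGly near the threshold (camera adjusted p 0.044, lost with fry). In sef1 against WT they had medians of −0.15 (adjusted p 0.25, the mean was 0.05) and −0.41 (1.7e-05). The 2 low-affinity transporter genes had medians of −0.17 and −0.38 in sef1 against WT (adjusted p 0.20 and 0.0058), −0.05 and 0.24 in SEF1-VP16 against WT (0.84 and 0.20), and 0.12 and 0.62 against sef1 (0.70 and 0.016). Respiratory chain subunits were lower in YPD in all 3 strain comparisons, by medians of −0.11, −0.33 and −0.22, and shifted in none in YPGly (−0.06, −0.04 and 0.07). Ribosomal protein genes were higher in sef1 than in WT in YPD by a median of 0.15 and shifted in no other strain comparison (medians from −0.07 to 0.07). The 14 tested mitochondrially encoded genes shifted only in sef1 against WT in YPGly (median −0.25, camera adjusted p 0.045), a result lost with fry, quantile normalization, the other background correction and without the intensity filter, and had medians of 0.0042 and 0.02 in SEF1-VP16 in YPD against WT and sef1 (adjusted p 0.84 and 0.99), and −0.16 and 0.09 in YPGly (0.37 and 0.67).

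Growth in YPGly was compared with YPD within each strain, which describes the change from fermentative to respiratory growth. All 3 comparisons crossed slides. They gave 2210 calls in WT (1189 higher, 1021 lower), 2188 in sef1 (1093 and 1095) and 2334 in SEF1-VP16 (1108 and 1226). With a fold change minimum of 2 the count in WT was 1010. FDH1, FDH2 and YPL276W rose most in all 3 strains, in WT by 11.63 ± 0.16 for FDH1 and 11.36 ± 0.18 for FDH2. These 3 genes are similar in sequence and their probes may report one another, and YPL276W was well above background on 1 of the 4 arrays of WT in YPD, so its fold change there is not given, and on none of sef1 in YPD, where it was at least 1075-fold lower than in YPGly. HXT4 (−7.39 ± 0.14), HXT1 (−6.39 ± 0.09) and YNR014W (−5.55 ± 0.10) fell most in WT. HXT4 and HXT1 also led in sef1 (−8.03 ± 0.09 and −6.68 ± 0.07), followed by ARI1 (−6.13 ± 0.07), and in SEF1-VP16 (−6.08 ± 0.10 and −5.95 ± 0.12), followed by INA1 (−5.59 ± 0.06). SEF1 was called higher in YPGly in WT, at the levels given above, and in SEF1-VP16 (1.29 ± 0.12), NDE1 rose in WT by 1.15 ± 0.12, and AFT2 changed by −0.16 ± 0.08, which did not pass the adjustment (limma, 0.080). Of the 14 TCA cycle and glyoxylate genes reported by name, 13 were called higher in YPGly in WT, from 1.09 ± 0.09 for CIT1 to 6.78 ± 0.09 for IDP2, and MDH1 was not called.

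**Figure D4:**
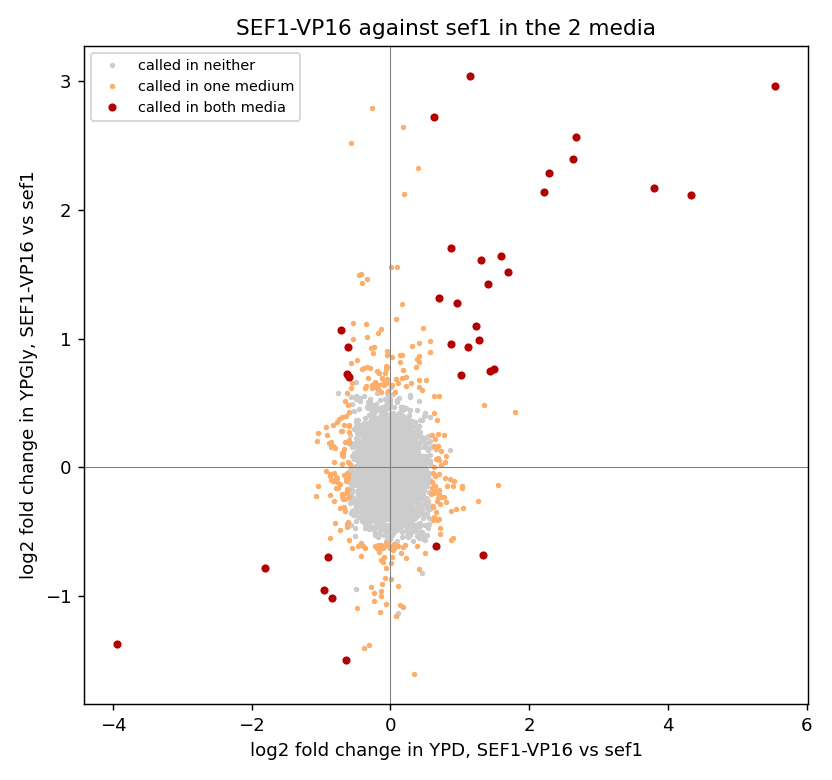
Log2 fold change of SEF1-VP16 against sef1 in YPD (horizontal axis) and in YPGly (vertical axis) for the tested probes, without SEF1, whose values in sef1 are below background. Dark points are called in both media: 24 higher in both, of which SEF1 is not drawn, 6 lower in both and 6 in opposite directions.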

Values the study reported

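The study reported 645 binding targets of Sef1, which corresponded to 678 genes, over fermentative and respiratory growth. It assigned Sef1 peaks to 12 of the 28 TCA cycle genes. It reported 153 genes as upregulated in the SEF1-VP16 strain relative to the sef1 deletion strain.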

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

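The tests on growth stage, on slides for genes under no peak, on YBL065W and on the E1A control probes were chosen after the results they address were seen, and the limits used to read some other tests were set after most values were known. Of 46 groups of 4 arrays checked for an array far from the others, 6 had one, where chance gives 2.3.

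The 75th percentile of the signal lay far from the other 3 arrays on 3 arrays. It was 13.124 (log2) on WT in YPD replicate 3, against 13.72 to 13.82 on the others. It was 13.982 on sef1 in YPD replicate 4, against 13.16 to 13.28, and 12.377 on SEF1-VP16 in YPGly replicate 1, against 13.29 to 13.47. Hybridisation, washing or scanning of a whole array would move control probes for the viral gene E1A to the same side, and did so on 1 of the 3 arrays, SEF1-VP16 in YPGly replicate 1. On WT in YPD replicate 3 they moved to the opposite side, and on sef1 in YPD replicate 4 they lay within the range. The amount of labelled cDNA and handling of the array therefore cannot be told apart, as it is unknown when the control RNA was added. Replicate 1 of SEF1-VP16 in YPGly also had the lowest mean correlation with its group, 0.99236 against 0.9955 to 0.9959. The share of probes well above background was 91.464% on sef1 in YPD replicate 1, against 93.80% to 94.10%. YBL065W stood at −0.1193 on sef1 in YPGly replicate 3, against 0.006 to 0.020, a gap that is small beside its change of 4.23 from WT. No biological explanation was tested for single arrays.

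Strain differences depended on the medium at 50 probes for sef1 against WT, 597 for SEF1-VP16 against WT and 486 for SEF1-VP16 against sef1, by the interaction test. Of 100 splits drawn for each, the real one included, 4, 1 and 1 gave as many probes. Each share is under 0.05, but the margin differs. The splits shuffled the strains within each medium, which also breaks up a strain difference common to both media. A small share therefore speaks against no strain difference at all, and cannot exclude chance for the dependence on the medium. The highest other split gave 145 probes for sef1 against WT, so the count of 50 by itself is weak evidence. It gave 561 for SEF1-VP16 against WT, close to the 597, and 187 for SEF1-VP16 against sef1. Among the named genes the interaction was called for sef1 against WT at IDH2 (−0.71) and ICL2 (−1.03). For SEF1-VP16 against WT it was called at ACO1 (−0.98), CIT2 (−1.11), IDH1 (−1.36), IDH2 (−0.70), IDP2 (−1.64), ICL1 (0.60), ICL2 (1.07) and ECM13 (−2.16). For SEF1-VP16 against sef1 it was called at CIT2 (−1.52), CIT3 (0.61), IDH1 (−1.63), IDP2 (−1.37), MLS1 (−0.87), ICL2 (2.10) and ECM13 (−2.58). For SEF1-VP16 against WT IDH2 fell under the fold change minimum with the array median as the scale and ICL1 with quantile normalization, and for SEF1-VP16 against sef1 CIT3 with quantile normalization. Single arrays did the same: without replicate 1 of WT in YPGly ICL1 was 0.54, and without replicate 3 of SEF1-VP16 in YPGly CIT3 was 0.55. The count of 50 was 28 without replicate 3 of sef1 in YPD.

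Every strain changed slide between the media, so a slide effect is the first technical explanation. A slide effect has no reason to follow Sef1 binding, yet 21.7% of genes under the 50 strongest peaks were called for SEF1-VP16 against sef1, against 8.48% of the other probes (two-sided Fisher's exact p 0.00146), which argues against it as the whole cause there. For the 413 called probes under no peak, the slides and the medium cannot be told apart. A dependence of Sef1 activity on the medium stays open here, as the arrays did not test it. The paper reports from a one-hybrid reporter assay that native Sef1 was much more active in the respiratory medium.

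The control probes for E1A gave a signal in data outside the comparisons. Of 10 such probes with 20 spots each, 6 were well above background on every array, at a mean log2 signal between 12.06 and 13.67, where the negative controls reached at most 3.99. Cross-hybridisation with yeast transcripts would make the signal follow the yeast probes. Over 24 arrays the correlation with their 75th percentile was r = −0.038 (permutation p 0.86) and rho = −0.16 (permutation p 0.45). Without the 2 arrays farthest from the median r was −0.25, and within groups it was 0.063. RNA added in a fixed amount remains possible, but the SD over arrays, 0.325 against 0.392 for the 75th percentile of the yeast probes, cannot tell. No biological explanation was tested.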

How the results depend on the processing

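The settings based on median signals and a background correction by normexp with offset 50 were chosen after the files were seen, since the mean signals that the planned normexp correction needed were not in them, and that planned correction was not run. Probes had to pass the same thresholds throughout.

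The fold change minimum moved the counts below most, except that of SEF1-VP16 against WT in YPGly, which moved most with the slide as a term (173). With a minimum of 2, and with none, sef1 against WT gave 6 and 460 probes in YPD (38 at a minimum of 1.5) and 9 and 226 in YPGly (45). SEF1-VP16 against WT gave 114 and 2716 in YPD (516) and 31 and 103 in YPGly (62), and SEF1-VP16 against sef1 33 and 2488 in YPD (177) and 52 and 1282 in YPGly (174). The media gave 1010 and 4039 in WT, 1032 and 4502 in sef1, and 1144 and 4482 in SEF1-VP16. The interactions gave 8 and 115 for sef1 against WT (50), 136 and 1803 for SEF1-VP16 against WT (597), and 105 and 2111 for SEF1-VP16 against sef1 (486). Calls in both media gave 15 and 348 (30). Counts change here by construction.

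The methods' t-test called 20 and 17 probes for sef1 against WT in YPD and YPGly, and 33 for SEF1-VP16 against WT in YPGly. Without an intensity filter the interaction of sef1 and WT gave 86 probes. With the correlation between genes estimated, camera passed 3 of 47 list tests. The cause of these changes was not tested.

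Leaving out single arrays gave 20 (without sef1 in YPD replicate 2) to 53 (without WT in YPD replicate 4) probes for sef1 against WT in YPD. In YPGly it gave 28 (without sef1 replicate 3) to 77 (without WT replicate 4). The interaction of sef1 and WT gave 28 (without sef1 in YPD replicate 3) to 63 (without WT in YPGly replicate 1). The other counts stayed within 1.5 times: 460 to 571 and 50 to 72 for SEF1-VP16 against WT, 165 to 204 and 165 to 194 against sef1, 2140 to 2264, 2171 to 2234 and 2262 to 2379 for the media, and 528 to 660 and 445 to 547 for the interactions.

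With the slide as a term SEF1-VP16 against WT was called at 173 probes (126 higher, 47 lower). The fit is saturated, so by construction its sef1 against WT is the YPD estimate, its SEF1-VP16 against sef1 the YPGly estimate, and SEF1-VP16 against WT their sum. ICL2 in sef1 against WT in YPGly became 0.0034 in the opposite direction (limma adjusted p 0.988). CIT2 in YPD became −0.39 against WT and −0.27 against sef1, neither past the threshold. SEF1 became 1.08 in SEF1-VP16 against WT in both media and 2.94 for YPGly against YPD in sef1, and both rest on sef1 values below background. Of 175 named values 147 kept direction and side of the threshold, 14 lost the call, 8 gained it and 6 reversed.

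Of the named values, the same held for 248 of 250 with all arrays in one fit, 246 with the array median, 247 without a filter, 244 with the normexp version, 243 with quantile normalization, 250 with the deposited log2 table, 248 of 249 among probes well above background, 168 of 175 with the methods' t-test and 2535 of 2600 over the omissions of single arrays. None reversed in these. With the array median as the scale SEF1-VP16 against WT in YPD had 228 higher and 284 lower probes, where the 75th percentile gave 319 and 197, so the balance of directions there depends on the scale.

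Replicate numbers were not treated as pairs, since no comparison had a correlation above 0.1 for all 4 same-number pairs. For sef1 against WT in YPD 3 pairs did, with a mean of 0.28 against −0.095 for other numbers. In YPGly the means were −0.13 and 0.045. The replicate number was also the array's column on the slide in every group, so neither pairing nor a column effect is excluded. With the replicate number as a block 43 probes were called for sef1 against WT in YPD and 40 in YPGly. The block also moved MIG2 in SEF1-VP16 against WT in YPGly (0.84) past the threshold, at a limma adjusted p of 0.049. Signal over background limited SEF1 in sef1 and YPL276W in sef1 in YPD, where only bounds can be given, and YPL276W in WT in YPD, which was well above background on 1 of 4 arrays.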

Other observations

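The tests on growth stage, YBL065W, UPS2, the share of iron genes under peaks and AFT2 were chosen after the results they address were seen.

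For each of the 9 comparisons of 2 groups, 1 of the 35 splits of the 8 arrays, the real one, gave as many called probes, so chance can be excluded.

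More probes were called for SEF1-VP16 against WT than against sef1 in YPD. A slide difference would place sef1, on the WT slide, no nearer to SEF1-VP16 than WT is. Over 6 choices of 2 of the 4 WT arrays to select probes, at least 79.1% had sef1 beyond the other WT arrays towards SEF1-VP16, which argues against it. Without any one WT array at least 460 probes were called, which argues against a single aberrant array. A later growth stage with less glucose left in 1 strain's cultures stays open. The low-affinity hexose genes did not move (camera adjusted p 0.841) but number only 2. Hexose genes active at low glucose were lower in SEF1-VP16 than in WT (median −0.63, camera adjusted p 0.00037). Stress response genes were lower too (median −0.67, camera adjusted p 1.1e-12). The hexose shift is in the direction that less glucose left in the WT cultures would give.

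YBL065W was higher in sef1 by 3.62 in YPD, where SEF1 was absent, so signal borrowed from SEF1 transcripts cannot account for it. Transcription started or released at the altered SEF1 locus may account for it and for the 4.23 in YPGly, but the design has no second deletion strain to tell. YBL065W was also higher in SEF1-VP16 than in WT in YPGly. Mixing of sef1 cells into those cultures would need 35.2% sef1 RNA and would lower SEF1 by −0.63 there relative to YPD. The measured interaction was 0.19 ± 0.23, which lies 3.55 standard errors away.

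UPS2, under 1 of the strongest peaks, was higher in both mutants than in WT. A row effect on the slide would give opposite signs for sef1 against WT in the 2 media, whereas UPS2 rose by 1.60 in YPGly as well. Activation by the fusion cannot account for the rise in sef1, which lacks it (1.88 in YPD). Repression by Sef1 that the deletion lifts may be a cause there, as may an effect of the altered strain that was not tested. SEF1-VP16 exceeded sef1 by 1.49 in YPD and, within a slide, by 0.76 in YPGly. Lifted repression alone would give at most the level of sef1, so these values argue against it as the whole cause in SEF1-VP16. The share of lifted repression there stays open, as no strain has the fusion without its activation domain.

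The iron regulon was higher in SEF1-VP16 than in sef1 in YPGly. Binding of Sef1 at the members' promoters cannot be the whole cause, since the 19 members under no peak had a median of 0.48 and 16 of them rose. The 3 under a peak had 0.90 (permutation p 0.77). A row effect is argued against by the list median of 0.019 for sef1 against WT in YPD, which is also row 2 minus row 1, where none of the 22 members was called and the highest was 0.58, against 10 called and a highest of 3.04. A higher AFT2 transcript level stays open. AFT2 rose by 0.96 in YPD too, where the list median was 0.14, but the members went both ways there (−0.73 to 1.70), and protein activity was not measured.

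Of 16 mating type and marker genes 14 were tested, and the largest change that one kept in both media with 1 sign was 0.277, which argues against a difference in mating type or markers that holds in both media. In YPGly alone CAN1 was higher in SEF1-VP16 by 1.46 against WT and 1.43 against sef1, and several genes specific to mating type a were lower in SEF1-VP16 against sef1, MFA2 by −0.92, MFA1 by −0.61, STE6 by −0.53 and STE2 by −0.49 (limma adjusted p from 1.8e-05 to 0.0017), while BAR1 (−0.23) and AGA2 (0.0040) did not pass. In YPD MFA1 (0.38) and STE2 (0.23) were higher in that comparison. No explanation was tested for these shifts in 1 medium. A sizeable share of petite cells would lower the mitochondrially encoded genes, provided that oligo-dT priming captured their transcripts, which was not tested. The median of these genes in SEF1-VP16 against WT was 0.0042 in YPD and −0.16 in YPGly, with members going both ways (−0.36 to 0.39 in YPD). These values leave petite cells open. The paper reports that petite frequency, basal and under heat stress, rose with Sef1 activity, counted in other cultures than those on the arrays.

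The negative control probes had a mean log2 signal of 3.52 on the 12 arrays in row 2 of the slides and 2.54 on the 12 in row 1.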
